A study of Mus musculus with 15 samples. Its data were reported in "Ribosomal S6 kinase 1 regulates inflammaging via the senescence secretome" (2024).

How the data were processed

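Gene expression was measured by RNA sequencing of whole liver from mice in 3 groups of 5 animals. Young wild-type (young WT) mice were 90 days old, old wild-type (old WT) mice were 600 days old, and old knockout (old KO) mice were 600 days old and lacked functional Rps6kb1, the gene of ribosomal S6 kinase 1. Each library was 1 animal. Groups and replicate numbers were read from the sample titles, and all 15 columns of the table matched 1 title each. There was no young knockout group, so the effect of genotype was measured at 600 days alone.

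The authors prepared stranded poly(A) libraries, mapped single-end reads to the mm9 mouse genome with TopHat and counted reads per gene with HTSeq. The deposited values are raw read counts per gene, with no normalization and no pooling of replicates. Neither the annotation nor the strand setting of the counting was stated, so counts of overlapping and antisense genes and of near-identical family members are uncertain. Poly(A) selection leaves out transcripts without a tail, and short reads from paralogs can be lost or assigned to the wrong member.

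The table held 37991 gene identifiers and no summary lines. Positions and symbols came from GENCODE release M1 on NCBIM37, the same build as mm9, in which 37205 identifiers had a position, and 786 had no symbol there or in a second table of gene names. Total counts per library lay between 21801754 (young WT 6) and 38065359 (young WT 1). Counting error is therefore small for abundant genes and large for genes with a few counts, and intervals from counts cover counting error only.

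Counts were scaled by TMM in edgeR 4.0.16 under R 4.3.3, genes were filtered with filterByExpr on the 3 groups, and 14258 genes were tested. A quasi-likelihood model (glmQLFit and glmQLFTest) was fitted to all 15 libraries, which share an estimate of the spread (common biological coefficient of variation 0.189), and 3 contrasts were taken from it. P-values were adjusted by Benjamini-Hochberg and the threshold was 0.05. Adjusted p-values of genes come from this edgeR test unless another tool is named. Expression is given as CPM, counts scaled by the TMM-scaled library size, and log2 CPM a prior count of 2. Standard errors (SE) were derived as the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. They therefore restate that test and are no separate estimate of the spread. The exact permutation test of single genes used log2 of CPM plus 0.1. With 5 animals against 5 there are 252 assignments, and the smallest 2-sided p is 0.00794.

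The study's methods name DESeq2 without a design formula and gene set enrichment on its ranks. Here edgeR was the main test and DESeq2 1.42.0 an alternative, and set tests used limma 3.58.1. Camera with a preset correlation between genes of 0.01 was the main set test, on lists with at least 5 tested members, with limma's fry (directional) and camera with estimated correlations as alternatives. A score per library, the mean log2 CPM over a list, was compared by exact 2-sided permutation. Of 781 list entries 768 matched by symbol, older symbols included, 5 by a synonym in a table of RefSeq genes and 8 did not match. The synonym step was added after list results had been seen. Reported lists were senescence genes and secreted factors (both as shown by the study), genes associated with the senescence-associated secretory phenotype (SASP), chemokine ligands, chemokine receptors, interferon-stimulated genes, cytosolic DNA sensing, NF-kB and inflammatory cytokine genes, MHC class II genes, markers of monocytes and macrophages, of T cells, of B and plasma cells and of platelets, collagen and fibrosis genes, proliferation genes, endoplasmic reticulum stress genes, cytoplasmic ribosomal protein genes, and lipid and sterol synthesis genes. Lists of leukocyte common genes, adipocyte and mesothelial genes, red blood cell genes, pancreas acinar genes and skeletal muscle genes served the closing checks. Lists were written from general knowledge without a gene set database, and the study picked its 2 lists on these libraries.

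The groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule names a list of 23 genes, meant to be those that the study measured by another assay or discusses. Most are the genes of its assays and stained markers, but Irf7, Cxcl10 and Col1a1 are not named in the text of the paper and were put on the list as related genes. It adds, for age and for genotype, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 1 CPM over the 10 libraries compared and no overlap between the groups. Any other gene is named as chosen after its values were seen.

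The contrasts of age and of genotype share the old WT libraries, which makes their fold changes oppose each other with no effect at all. That bias was simulated in 50 draws of counts in which old KO libraries had the old WT means. Genes were drawn independently in the simulation. The comparison was also made with disjoint old WT libraries, averaged over 20 ways of dividing them, and repeated for all 252 splits of the 10 old libraries, which keeps the correlation between genes. Each fit of genes was repeated for 80 of the 126 splits of its 10 libraries. Alternatives were other scalings, filters, tests and subsets of libraries, the replicate number as a block, and each replicate left out in turn. Counts thinned to the smallest library, offsets for the trend of each library with GC content and length (known for 92.6% of tested genes), and lists matched by symbol alone were added after the data had been seen.

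The scripts were tested on simulated data with 200 genes changed by 1.50 on the log2 scale. The edgeR test recovered 195 of them (97.5%) among 14110 tested genes, called 18 unchanged genes, and called 0 genes in a contrast without change. DESeq2 recovered 196 and called 37 unchanged genes, and limma voom recovered 194 and called 19. Camera and fry each found the planted list, the cytoplasmic ribosomal protein genes raised besides the 200, and called 0 of the other lists. Genes were drawn independently there. This therefore cannot show how often camera with a preset correlation calls lists of correlated genes without an effect. Gene matching and plots used Python 3.11.15 and matplotlib 3.10.9. Cell culture experiments of the study were not analysed here.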

Results

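RNA sequencing of whole liver was used to ask how age changes gene expression in WT mice and how loss of Rps6kb1 changes it in old mice. The data were 15 libraries, with 5 each from young WT mice (90 days), old WT mice (600 days) and old KO mice (600 days). Total counts were 21801754 to 38065359 in young WT, 27063911 to 31990482 in old WT and 21984658 to 27923739 in old KO livers. Between 18440 and 19808 genes had a count in a library, and the 10 most abundant genes took 18.01% to 23.6% of the counts. All 30 pairs of replicates within groups differed beyond sampling noise, with a chi-square per degree of freedom of 19.7 to 129, and their log2 CPM correlated across genes at 0.972 to 0.991. Genes are not independent replicates, so these correlations carry no p-value. The first principal component held 31.8% of the variance and the second 13.1%. The labels give no sequencing batch.

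The targeted gene was examined first. Rps6kb1 (ENSMUSG00000020516) is a protein-coding gene on the minus strand of chromosome 11 from 86312373 to 86358307 (NCBIM37). Its expression in young WT 1, 2, 3, 4 and 6 was 38.1, 33.3, 41.4, 38.1 and 40.6 CPM. Old WT 1, 4, 5, 7 and 10 had 35.8, 34.6, 37.3, 38.8 and 45.4 CPM, and old KO 1, 2, 4, 5 and 6 had 16.3, 15.8, 16.9, 15.2 and 20.8 CPM. Group means were 38.3 ± 3.14 (SD, n = 5) in young WT, 38.4 ± 4.21 (SD, n = 5) in old WT and 17 ± 2.23 (SD, n = 5) in old KO. The log2 fold change of old KO against old WT was -1.17 (SE 0.0979, edgeR adjusted p 8.54e-06), with all 5 old KO libraries below all 10 WT libraries. Every library thus had the level of its labelled genotype, although reads from the gene remained in old KO. Over the alternatives the value lay between -1.19 (upper quartile scaling) and -1.12 (replicate number as a block). It was -1.14 with thinned counts and with offsets for GC content and length. Rps6kb2, the paralog on chromosome 19 from 4156706 to 4163354, did not differ between old KO and old WT (-0.03, SE 0.0885, adjusted p 0.942).

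**Figure D1:**
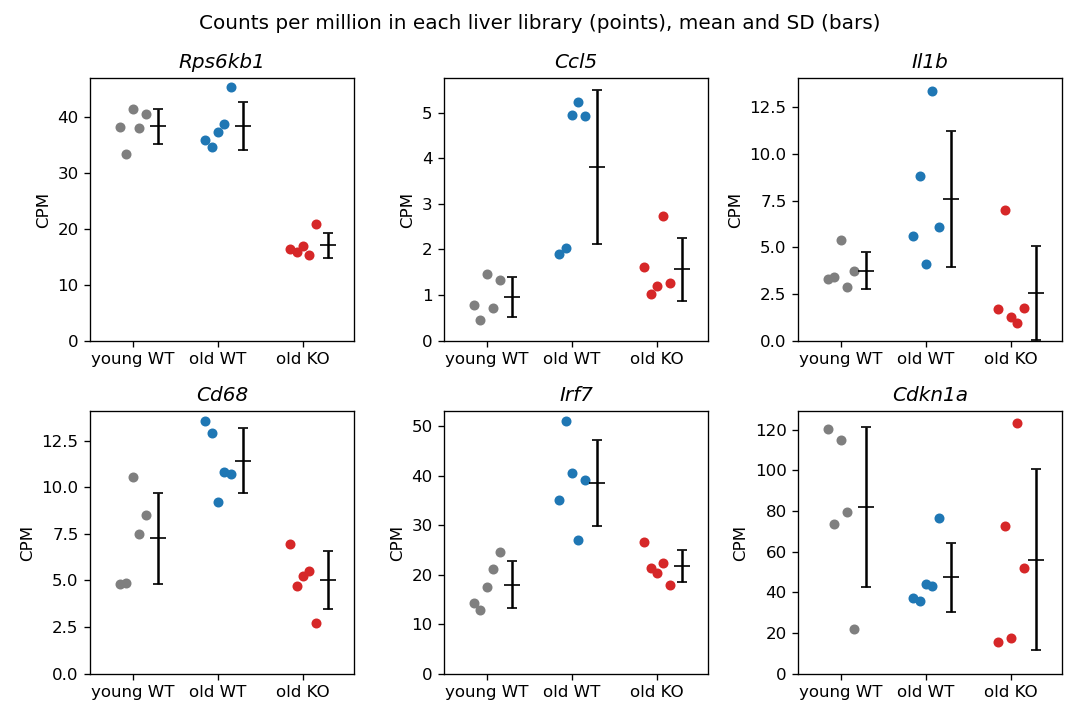
Expression of 6 genes in CPM (vertical axes, from 0) in each of the 5 libraries of young WT, old WT and old KO liver (points), with the mean and SD (bars). Rps6kb1 separated the genotypes without overlap, whereas Il1b had 1 high old KO library at 7.01 CPM and Cdkn1a overlapped between all groups.

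The effect of age was taken from old WT against young WT. In edgeR's quasi-likelihood test 2685 of 14258 genes changed (adjusted p under 0.05), with 1415 higher and 1270 lower in old WT. The choice of test moved this count upward most, to 3794 with limma voom, and the count was 1748 without young WT 1. The CPM ranges of the 2 groups did not overlap for 1632 tested genes (11.4%), against a chance share of 0.794%. The genes with the largest rise under the rule were Ighg2c, Ighg, Cdh19, Igkv5-39 and A1bg, with log2 fold changes of 4.61 to 6.04. Ighg2c, Ighg and Igkv5-39 are immunoglobulin genes on chromosomes 12 and 6 that share reads with near-identical family members, and single libraries carried much of their level, so their sizes are uncertain. Without old WT 7 the rise of Ighg2c was 4.27 (adjusted p 0.00174, and 0.00174 to 0.0111 over the fits that each left out 1 replicate). Igkv5-39 lost its call under limma voom (4.27, adjusted p 0.114), and Ighg lost its call with the replicate number as a block (4.22, adjusted p 0.077). Cdh19, on chromosome 1 from 112785772 to 112873949, rose from 0.109 ± 0.0617 to 3.49 ± 1.28 CPM (SD, n = 5 each), a log2 fold change of 4.95 (SE 0.400, edgeR adjusted p 7.87e-06), and was higher in 5 of 5 old WT libraries. The largest falls were those of Sult3a1, Eif4ebp3, Gm4794, Serpina4-ps1 and Cyp2d9, with log2 fold changes of -4.80 to -3.66. Sult3a1, on chromosome 10 from 33583741 to 33599322, fell from 168 ± 73.1 to 6.03 ± 3.80 CPM (SD, n = 5 each), with an edgeR adjusted p of 0.000108. Sult3a1, Gm4794 and Cyp2d9 also belong to families of similar sequence.

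A list of genes fixed in advance held genes and markers that the study followed by other assays or discusses, together with Irf7, Cxcl10 and Col1a1, which its text does not name. Of its 23 genes 20 passed the filter. With age, 5 changed over all genes tested, 9 when adjusted over the list alone, and 10 at an unadjusted p under 0.05. The study chose most of these genes on mice of the same groups, so the count over the list alone is not independent evidence. Ccl5 (chromosome 11, 83339280 to 83344020) rose from 0.955 ± 0.429 to 3.81 ± 1.69 CPM (SD, n = 5 each), a log2 fold change of 2.01 (SE 0.377, edgeR adjusted p 0.00262). Irf7 rose by 1.10 (adjusted p 0.00121), Cxcl10 by 1.41 (adjusted p 0.0129), Cd3e by 0.97 (adjusted p 0.0473) and Mki67 by 0.95 (adjusted p 0.0224). Mki67 did not pass the threshold without young WT 4 (0.89), old WT 4 (0.91) or old WT 10 (0.82), and Cd3e did not in 8 of 10 leave-out fits, with adjusted p from 0.0204 to 0.115 for Cd3e and from 0.0188 to 0.0553 for Mki67. Cd3e also lost its call under 6 of 9 alternatives (adjusted p 0.0365 to 0.602). With the replicate number as a block, Mki67 (adjusted p 0.152) and Cxcl10 (adjusted p 0.11) did not pass either. Il1b, Cd68 and Col1a1 were higher in old WT by 1.02, 0.66 and 1.10 but did not pass the threshold (edgeR adjusted p 0.113, 0.0578 and 0.0589). These calls depended on the test and on single libraries. Il1b passed with the 10 libraries of the contrast alone (adjusted p 0.0371, range over alternatives 0.0371 to 0.142). Cd68 passed under DESeq2 (0.0357), under limma voom (0.00929), without young WT 3 (0.84) and without young WT 6 (0.73), with a range of 0.00929 to 0.193 over alternatives. Col1a1 passed under DESeq2 (0.024, range 0.024 to 0.498), without old WT 4 (1.25) and without old WT 10 (1.28). Cdkn1a did not differ with age (-0.80, SE 0.503, adjusted p 0.286). Cdkn2a, Cxcl2 and Il6 failed the filter. Cdkn2a, which encodes p16 and p19, had 11 counts over the young WT, 35 over the old WT and 31 over the old KO libraries. It was higher in old WT than in young WT (exact permutation p 0.0238, n = 5 each) and did not differ between old KO and old WT (exact permutation p 0.960, n = 5 each), where the depth would not show a small difference. Cxcl2 had at most 13 counts in a library and did not differ in either comparison (exact permutation p 0.357 and 1, n = 5 each). Il6 had 12 counts each over young WT and old WT and 1 over old KO, too few to size a difference (exact permutation p 0.825 for age and 0.0476 for genotype, n = 5 each).

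The effect of genotype, the study's main question, was taken from old KO against old WT. There 76 of 14258 genes changed, with 16 higher and 60 lower in old KO, and 1661 had an unadjusted p under 0.05. The balance of directions was 28 higher and 49 lower with offsets for GC content and length, and 93 higher and 216 lower under DESeq2. This count depended on the test and on single libraries. DESeq2 gave 309 and limma voom 188 genes, and the count was 9 without old WT 4, 10 without old WT 1, 13 without old KO 2, 13 without old KO 6, 14 without old KO 4, 17 without old KO 5, 37 without old WT 7 and 42 without old WT 10. When a young WT library was left out of the fit, it was between 41 (without young WT 4) and 108 (without young WT 2). Groups did not overlap for 456 tested genes (3.20%), against a chance share of 0.794%. The largest rises were those of ENSMUSG00000093483, Cyp2c54, Sult3a1, Sult5a1 and Ccl9, with log2 fold changes of 1.23 to 3.99. ENSMUSG00000093483, for which the annotation used gave no symbol or position, rose from 0.276 ± 0.149 to 4.47 ± 0.246 CPM (SD, n = 5 each, edgeR adjusted p 4.84e-07). Sult3a1 rose from 6.03 ± 3.80 to 48.3 ± 26.7 CPM (SD, n = 5 each, edgeR adjusted p 0.0222), opposite to its fall with age, and did not pass the threshold in 5 of 10 leave-out fits (adjusted p 0.0151 to 0.0798). Cyp2c54 rose by 3.36 (adjusted p 0.0222), did not pass it without old WT 1 (3.24), old WT 4 (3.49) or old KO 2 (3.29), and belongs to a family whose members share reads. The largest falls were those of Slfn8, Gprc5b, Mmp27, Clec7a and Cd5l, with log2 fold changes of -2.53 to -1.47. Clec7a, Cd5l and Gprc5b passed the threshold but lost their calls in 8, 6 and 7 of 10 leave-out fits, and so did Sult5a1 in 6 of 10 (adjusted p 0.0243 to 0.101). Slfn8, Mmp27 and Ccl9 kept theirs in all 10 leave-out fits.

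Of the 20 tested genes of this list, 2 changed between old KO and old WT over all genes, 8 when adjusted over the list alone and 11 at an unadjusted p under 0.05. The 2 were Rps6kb1 and Cd68. Cd68 (chromosome 11, 69477715 to 69479655), a marker of macrophages, fell from 11.4 ± 1.76 to 5.01 ± 1.55 CPM (SD, n = 5 each), a log2 fold change of -1.18 (SE 0.238, edgeR adjusted p 0.0384). It was lower in 5 of 5 old KO libraries, and it lost its call in 8 of 10 leave-out fits, with adjusted p between 0.0348 and 0.110 over these fits. Irf7 was lower by -0.83 (SE 0.181, adjusted p 0.0530) with no overlap between groups, and passed the threshold under 6 of 10 alternatives (adjusted p 0.00282 to 0.285). Il1b (-1.56, SE 0.452, adjusted p 0.155), Ccl5 (-1.29, SE 0.366, adjusted p 0.144), Cxcl10 (-1.02, SE 0.352, adjusted p 0.241) and Emr1, the macrophage marker F4/80 (-1.20, SE 0.322, adjusted p 0.118), were lower in old KO without passing it. Under DESeq2 Ccl5 passed (adjusted p 0.0305, range over alternatives 0.0305 to 0.393), and Emr1 passed under DESeq2 (0.0128) and with the 10 libraries of the contrast alone (0.0473), with a range of 0.0128 to 0.421. Without old KO 2 the change of Il1b was -2.42 (edgeR adjusted p 0.00493, and 0.00493 to 0.309 over the leave-out fits). Cdkn1a (0.25, SE 0.502, adjusted p 0.912) and Col1a1 (0.02, SE 0.376, adjusted p 0.994) did not differ between the genotypes.

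Old KO was also set against young WT, a comparison in which age and genotype both differ. In edgeR 3319 genes changed, with 1704 higher and 1615 lower in old KO, and the groups did not overlap for 1979 tested genes (13.9%, chance share 0.794%). Of the same list 3 genes changed over all genes, 2 when adjusted over the list alone and 5 at an unadjusted p under 0.05. The 3 were Rps6kb1 (-1.17, adjusted p 3.29e-06), Irf3 (0.36, adjusted p 0.00228) and Col1a1 (1.12, adjusted p 0.0481), the last 2 higher in old KO. The level of Ccl5 in old KO (1.56 ± 0.685 CPM, SD, n = 5) did not differ from that in young WT (log2 fold change 0.73, SE 0.392, adjusted p 0.193), and neither did that of Irf7 (0.27, SE 0.181, adjusted p 0.287).

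Gene lists asked whether groups of genes moved together. With age 14 of 18 lists passed camera, 10 passed fry and 1, the secreted factors shown by the study, passed camera with estimated correlations. Between old KO and old WT 16 of 18 lists passed camera, 5 passed fry and 3 passed camera with estimated correlations. The 5 under fry were the secreted factors, the NF-kB and inflammatory cytokine genes, the monocyte and macrophage markers, the proliferation genes and cytosolic DNA sensing, and the first 3 of these also passed with estimated correlations. The study picked the secreted factors and the senescence genes on these libraries, so their results are not independent evidence. The secreted factors rose with age by a median of 1.40 over 19 tested members (fry adjusted p 1.42e-05) and were lower in old KO by -0.91 (fry adjusted p 7.34e-05, 18 of 19 members lower). With at least 10 counts in every library these medians were 0.71 and -1.09, so the size of the rise depends on genes with low counts. The score of the secreted factors rose with age by 1.13 as a mean and by 0.78 as a median over members. Among them 2 genes changed between the genotypes over all genes and 13 when adjusted over the list alone. The monocyte and macrophage markers rose with age by a median of 0.55 (fry adjusted p 0.0388) and were lower in old KO by -1.01 (fry adjusted p 0.00696), with 33 of 34 members lower, 10 changed over all genes and 26 adjusted over the list alone. The rise of their score with age did not pass (0.54, exact permutation p 0.0714, adjusted 0.0918, n = 5 each), and was 0.20 as a median over members. The NF-kB and inflammatory cytokine genes rose with age by 0.40 (fry adjusted p 0.00172) and were lower in old KO by -0.55 (fry adjusted p 0.00047, 40 of 44 members lower). Scores per library did not overlap between old KO and old WT for the lists of macrophage markers, secreted factors, NF-kB genes, proliferation genes and cytosolic DNA sensing (exact permutation p 0.00794 each, the smallest possible, n = 5 each, adjusted 0.0286 over the 18 lists). MHC class II scores also differed (exact permutation p 0.0159, adjusted 0.0477, n = 5 each). The call for cytosolic DNA sensing rests on a part of its genes, since the median of its members was -0.06 and a score taken as the median over members differed by 0.01. Lists share members, and 13 of the 19 secreted factors are in another list.

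The senescence genes shown by the study rose with age by a median of 0.73, with 14 of 14 members higher and 12 changed over all genes (fry adjusted p 0.00019). Between the genotypes they differed by -0.10, which passed camera but not fry (adjusted p 0.123), and their mean score did not differ (exact permutation p 0.230, n = 5 each). A score taken as the median over members was lower in old KO by -0.32 and passed the threshold of the exact test before adjustment over the lists. The camera call of the list was lost without old WT 5 (-0.07), old WT 7 (0.01), old KO 2 (-0.06) or old KO 6 (0.01), and with at least 10 counts in every library (adjusted p 0.0623, range over alternatives 0.00853 to 0.252). The interferon-stimulated genes rose with age by 0.37 and were lower in old KO by -0.33, with 64 of 69 members lower, and passed camera in both comparisons but not fry (adjusted p 0.0707 and 0.1). The chemokine ligands rose with age by 0.71 (fry adjusted p 0.000711) and did not pass camera or fry between the genotypes (-0.27, fry adjusted p 0.333). Camera called them without a filter on low counts (-0.26, adjusted p 0.0223, range over alternatives 0.0223 to 0.586), without old WT 4 (-0.34), without old KO 1 (-0.37) and without old KO 5 (-0.44). Against young WT the secreted factors of old KO did not pass (0.39, fry adjusted p 0.281), whereas the chemokine ligands (0.61, fry adjusted p 0.0109), the senescence genes (0.64, fry adjusted p 0.00689) and the lipid and sterol synthesis genes (1.09, fry adjusted p 0.0282) were higher in old KO. Macrophage markers were lower in old KO than in young WT (-0.48, 25 of 34 members lower), past camera (adjusted p 0.0158) and not fry (0.329). Cytoplasmic ribosomal protein genes were higher than in young WT (0.09), also past camera (adjusted p 0.0107) and not fry (0.204). T cell markers, B and plasma cell markers and MHC class II genes were lower in old KO by -0.66, -0.49 and -0.65 and passed camera but not fry (adjusted p 0.115, 0.350 and 0.1). The B cell call was lost under 7 of 11 alternatives and without old WT 1 (-0.45), old WT 4 (-0.21), old WT 7 (-0.41), old KO 4 (-0.34) or old KO 6 (-0.37). The T cell list fell to -0.23 and lost its call with at least 10 counts in every library (adjusted p 0.331, range over alternatives 4.18e-07 to 0.386). The SASP-associated genes (-0.09), chemokine receptors (-0.40) and platelet markers (-0.28) likewise passed camera alone. Platelet markers lost that call without old WT 4 (-0.27), old WT 7 (-0.18), old KO 4 (-0.28) or old KO 6 (-0.23), SASP-associated genes without old WT 7 (-0.07) or old KO 6 (-0.02), and chemokine receptors without old KO 4 (-0.29). Chemokine receptors also lost it without a filter on low counts (-0.27, camera adjusted p 0.126). With the replicate number as a block it was lost for chemokine receptors (camera adjusted p 0.247), SASP-associated genes (0.259) and platelet markers (0.303). Lipid and sterol synthesis genes were higher in old KO by 0.51, cytoplasmic ribosomal protein genes by 0.12 and endoplasmic reticulum stress genes by 0.17, again past camera and not fry (adjusted p 0.123, 0.1 and 0.270), and the last lost its call without old KO 1 (0.09) or old KO 5 (0.11). Collagen and fibrosis genes passed in neither comparison (0.13 with age and 0.00 between the genotypes, fry adjusted p 0.650 and 0.889), except that camera called them between the genotypes without old KO 1 (-0.12).

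**Figure D2:**
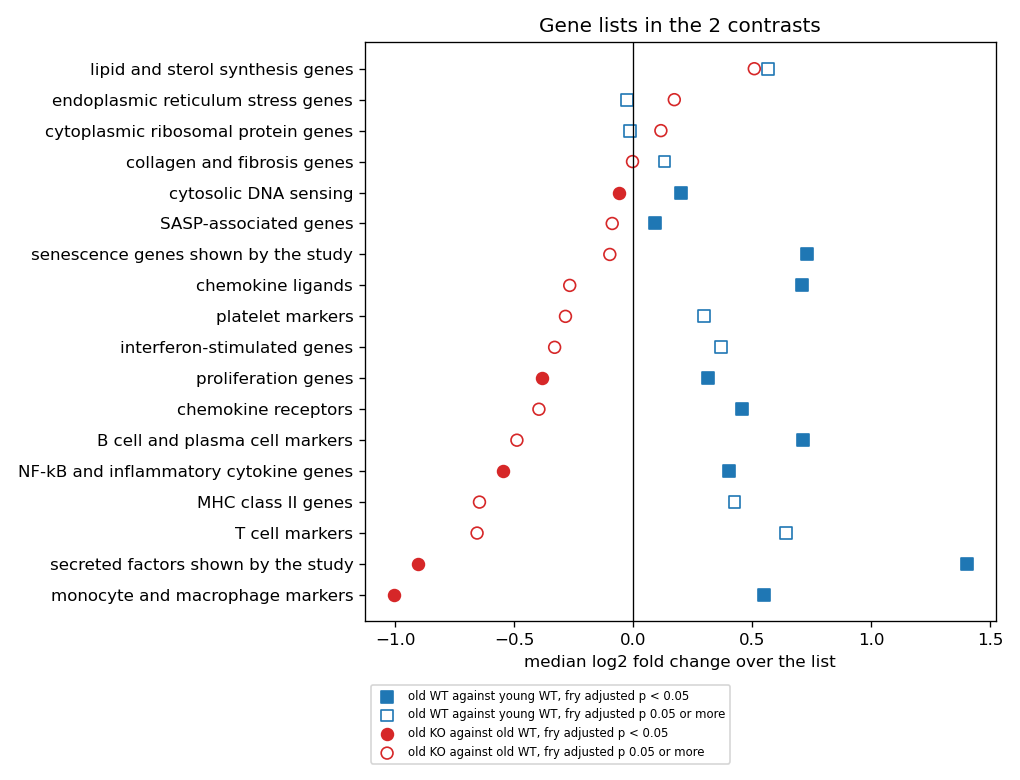
Median log2 fold change (horizontal axis) of 18 gene lists in old WT against young WT (squares) and old KO against old WT (circles), filled where fry gave an adjusted p under 0.05. Macrophage markers lay at 0.55 with age and at -1.01 between the genotypes, and secreted factors at 1.40 and -0.91.

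Whether the age changes as a whole were smaller in old KO was asked across genes. Of the 1415 genes higher with age, 798 (56.4%) had a lower fitted level in old KO than in old WT. Both contrasts use the same old WT libraries. Simulated libraries without any genotype effect therefore gave 63.2% (range 61.0% to 65.5% over 50 draws), and with all libraries the observed share was below that. The draws called more genes with age (mean 3208, range 3053 to 3333) than the data (2685), so this reference is approximate. The observed share depends on single libraries, since it was 63.4% without old WT 7 and 62.9% without old WT 10. The draws simulated all 15 libraries, so their range is no reference for these fits. With the replicate number as a block, to which old WT 7 and old WT 10 add nothing, the share was 71.5%. Of the 1270 genes lower with age, 59.1% had a higher fitted level in old KO than in old WT, and no simulated reference was made for that share. With offsets for GC content and length the shares were 51.97% for genes higher and 72.6% for genes lower with age. The correlation across genes of the 2 contrasts was -0.20, against -0.20 in the simulation (range -0.23 to -0.18). Genes are not independent replicates, so no p-value across genes applies. The comparison with disjoint old WT libraries used differences of mean log2 CPM. Its share covers the 1415 genes with the largest rise, called or not, so it is not the same measure as 56.4%. There the correlation was -0.05 and the share 57.0%. Both were beyond all 50 simulated draws, which gave -0.02 to 0.02 and 49.2% to 52.5%, but these draws treat genes as independent. Among the 252 splits of the 10 old libraries, which keep the correlation between genes, 85 and 65 gave values as extreme (exact permutation p 0.337 and 0.258, 1-sided). The 2 references thus differ, and by the splits a smaller age change across genes was not detectable with 5 animals in a group.

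Genes near Rps6kb1 were examined because a targeted allele can carry neighbouring DNA with it. Within 10 Mb of Rps6kb1 5 of 213 tested genes differed between old KO and old WT (2.35%), against 69 of 14017 elsewhere (0.492%; Fisher's exact test, 1-sided, p 0.005). Within 5 Mb the p was 0.000162 and within 20 Mb it was 0.0713. The 5 genes, named after their values were seen unless the rule gives them, were Slfn9, Slfn8, Ccl9, Ccl6 and Dhx40. Dhx40 (chromosome 11, 86582348 to 86621198) lies 224 kb from Rps6kb1 and fell from 51.9 ± 1.05 to 25.01 ± 1.06 CPM (SD, n = 5 each), a log2 fold change of -1.05 (SE 0.0705, edgeR adjusted p 4.84e-07). Slfn8 (82815660 to 82834312) fell by 2.53 (adjusted p 0.000119) and Slfn9 (82793131 to 82805332) fell by 0.81 (adjusted p 0.0450). Ccl6 (83401384 to 83406589) fell by 1.38 (adjusted p 0.0194), whereas its neighbour Ccl9 (83386421 to 83392138) rose by 1.23 (adjusted p 0.000486). The members of each of these pairs are similar in sequence, so reads can be shared between them. Fisher's test treats genes as independent, which such neighbours are not, so its p-values may be too small. Ccl5 lies in the same window.

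**Figure D3:**
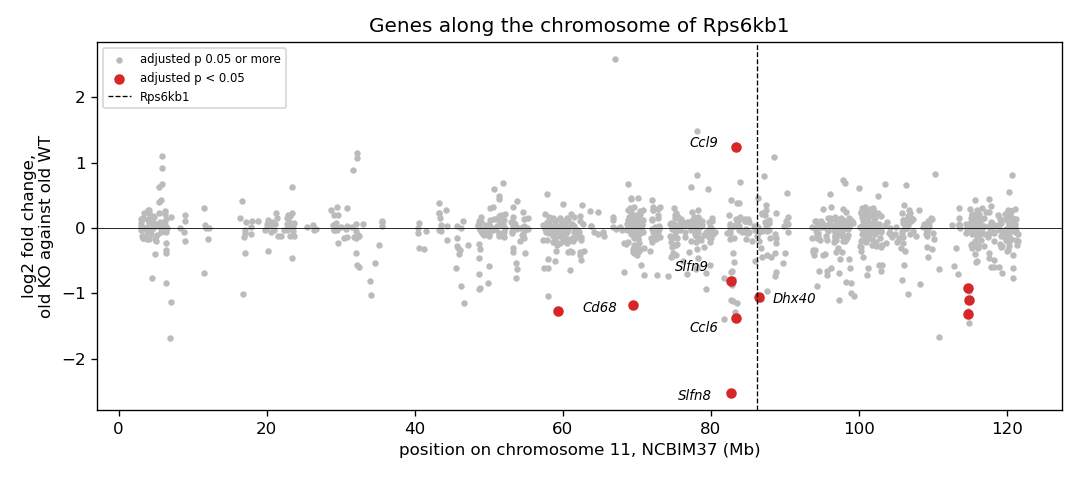
Log2 fold change of old KO against old WT (vertical axis) of each tested gene by its start on chromosome 11 in Mb (NCBIM37, horizontal axis), with genes at an adjusted p under 0.05 in red and Rps6kb1 as a dashed line. Within 10 Mb of Rps6kb1 the 5 red genes are Slfn9, Slfn8, Ccl9, Ccl6 and Dhx40, of which Ccl9 alone was higher in old KO.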

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

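The tests of depth and of swapped genotype were chosen only after these results were seen. Within each group of 5 libraries, the highest or lowest library was compared with its nearest neighbour, as the gap divided by the range of the group. Of 183 values tested, 14 had a ratio above 0.71, where 9.15 are anticipated by chance at 1 in 20, so most of these may be chance. They fell on 9 libraries, with at most 3 on 1 of them (old KO 6). A library of the other genotype is argued against for the whole group of cases, because the lowest Rps6kb1 level of a WT library exceeded the highest of a KO library by 12.5 CPM. Uneven depth is argued against for most of them, since 10 of the 14 stayed above the limit with counts thinned to the smallest library. Among the 10, Il6 in old KO 6 cannot decide, because a single count against 0 in the other libraries gives a ratio of 1 at any depth. Uneven depth stays open for it and for the 4 that fell below the limit. These had thinned ratios of 0.707 for Cxcl10 in young WT 6, 0.515 for Il6 in old WT 5, 0.647 for Gp1ba in old KO 6 and 0.436 for the endoplasmic reticulum stress score of old WT 4. The labels give no batch to test, and differences between single animals stay open as untested.

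Among immune genes, Il1b in old KO 2 stood at 7.01 CPM against 0.964 to 1.76 in the other old KO libraries (ratio 0.868). Without old KO 2 the change of Il1b between the genotypes was -2.42 and passed the threshold, which it did not with all libraries. Cxcl10 in young WT 6 was at 4.27 CPM against 1.10 to 1.75 (ratio 0.795). The score of interferon-stimulated genes was lowest in old KO 6, at 3.03 against 3.56 to 3.72 (ratio 0.771). Il6 rested on a few counts, with 0 in old WT 5 (ratio 0.85) and a single count in old KO 6 as the only old KO library above 0 (ratio 1), so both are at the floor. Cdkn1a in old WT 10 was at 76.8 CPM against 35.6 to 44.01 (ratio 0.795), and Gp1ba in old KO 6 at 1.58 CPM against 1.09 to 1.17 (ratio 0.827). The endoplasmic reticulum stress score of old WT 4 was 5.44 against 5.18 to 5.25 (ratio 0.743).

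Immunoglobulin genes varied widely between the animals of a group. Ighg2c stood at 23.8 CPM in old WT 7 against 0.478 to 3.55 in the other old WT libraries (ratio 0.868), and Ighg at 28.96 CPM in the same library against 1.67 to 6.44 (ratio 0.825). In old KO 1 Ighg was at 46.9 CPM against 2.46 to 9.30 (ratio 0.846). Igkv5-39 in young WT 3 was at 0.261 CPM against 0.0263 to 0.0611 (ratio 0.852), a matter of a few counts. Reads shared between members of the family and clonal plasma cells of single animals stay open, since neither was tested. A1bg was at 278 CPM in young WT 6 against 11.1 to 85.2 (ratio 0.723) and at 5094 CPM in old WT 10 against 1370 to 1948 (ratio 0.845), and no explanation was tested for it beyond depth and genotype.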

How the results depend on the processing

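Thinned counts, offsets for GC content and length, and lists matched by symbol alone were chosen after the data had been seen. Rps6kb1 in old KO against old WT kept its direction and its call under every alternative run, from -1.19 to -1.12, and from -1.26 to -1.11 over the 10 fits that each left out 1 replicate.

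The number of genes changed between old KO and old WT was 76, with 309 under DESeq2 and 188 under limma voom, and 9 to 83 over the leave-out fits, where the lowest count came without old WT 4. With young WT libraries left out it was 41 (without young WT 4) to 108 (without young WT 2). All 76 were among the 309 of DESeq2. The count with age was 2685 and stayed within 1.5 times under the other tests, scalings and filters, with 1748 (without young WT 1) to 3284 (without young WT 6) over the leave-out fits. The count of old KO against young WT was 3319, with 2460 to 3829 over the leave-out fits. Fewer samples go with fewer calls in most leave-out fits, and the cause of the other differences was not tested. With GC and length offsets 39.6% of the calls with age were higher in old WT, against 52.7% without them, and between the genotypes 36.4% were higher in old KO, against 21.1% without them, so the balance of directions depends on that choice.

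The replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their group means correlated at -0.153 to 0.077 over 9 pairs, with 0 pairs over 0.1. A block on the replicate number gave 899 genes with age, 6 between the genotypes and 2334 for old KO against young WT, and 10 lists between the genotypes. By construction the block spends degrees of freedom on the numbers, so these counts do not show a smaller effect.

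Of the gene lists, 14 passed camera with age, with 12 to 14 over the leave-out fits, 15 with GC and length offsets and 1 with estimated correlations. The ribosomal list with age newly passed camera with the offsets (-0.12, adjusted p 0.00448) and under the block (-0.10, adjusted p 0.027). Between the genotypes 16 passed, with 12 (without old WT 7) to 17 (without old KO 1) over the leave-out fits, 5 under fry and 3 with estimated correlations, and the cause was not tested. The share of genes higher with age that were lower in old KO was 56.4%, with 53.9% to 63.4% over the leave-out fits. It was 59.6% under upper quartile scaling, 60.5% under limma voom, 51.97% with GC and length offsets and 71.5% under the block. The share of genes lower with age that were higher in old KO was 59.1%, with 53.8% to 64.9% over the leave-out fits. It was 53.3% under upper quartile scaling, 72.6% with GC and length offsets and 79.6% under the block. The correlation of the 2 contrasts was -0.20, with -0.36 without a filter, -0.25 with the 10 libraries of each contrast, -0.36 under the block, -0.33 under DESeq2, -0.05 with disjoint old WT libraries and -0.27 to -0.13 over the leave-out fits. The cause was not tested, except that disjoint libraries remove the shared controls by construction. The value with disjoint libraries also comes from differences of mean log2 CPM in place of fitted changes.

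The results below changed sign, and the cause was not tested. With age, Rps6kb1 was 0.00, with 0.00 under DESeq2 size factors and under DESeq2, -0.01 with 10 libraries, -0.02 under the block and under limma voom, -0.03 thinned, -0.07 with offsets and -0.06 to 0.04 over the leave-out fits. Platelet markers with age were -0.26 with at least 10 counts in every library, and Ddit3 was -0.21 under the block. Over the leave-out fits with age, the ribosomal list ranged from -0.04 to 0.02, endoplasmic reticulum stress from -0.10 to 0.03 and Il1a from -0.05 to 0.31. Between the genotypes, the collagen list was 0.00 under DESeq2 size factors and thinned, 0.05 under the block and with offsets, and -0.12 to 0.10 over the leave-out fits. The senescence list was 0.01 under the block and -0.22 to 0.01 over the leave-out fits. Rps6kb2 was 0.00 with offsets and -0.08 to 0.00 over the leave-out fits, Cdkn1a -0.04 under limma voom and -0.28 to 0.49, Cd4 0.53 under the block, Gp1ba -0.13 to 0.19 and Col1a1 -0.22 to 0.41.

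Scores with the median over members in place of the mean changed direction with age for platelet markers (-0.03), endoplasmic reticulum stress (0.06) and ribosomal genes (0.04), and between the genotypes for cytosolic DNA sensing (0.01). Calls of scores in this paragraph use the exact p before adjustment over the 18 lists, by which interferon between the genotypes passed (exact permutation p 0.0238) although its adjusted p of 0.0612 did not. By that p, scores with the median no longer passed for cytosolic DNA sensing with age (0.07) and for interferon between the genotypes (-0.34). They newly passed it for MHC class II with age (0.64) and between the genotypes for senescence (-0.32, lower in old KO) and ribosomal genes (0.15). Over the leave-out fits with age, scores that lost or gained their call ranged from 0.45 to 0.66 for chemokine receptors, 0.34 to 0.58 for interferon, 0.45 to 0.79 for MHC class II, 0.39 to 0.66 for macrophage, 0.44 to 0.69 for T cell, 0.71 to 1.00 for B cell and 0.10 to 0.27 for platelet genes. Between the genotypes they ranged from -0.19 to -0.10 for SASP, -0.34 to -0.21 for chemokine ligands, -0.52 to -0.29 for chemokine receptors, -0.52 to -0.31 for interferon, -0.36 to -0.20 for platelet, 0.09 to 0.14 for ribosomal and 0.30 to 0.70 for lipid genes. The ribosomal score with age (-0.05 to 0.01) and the collagen score between the genotypes (-0.14 to 0.10) changed sign without a change of call.

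Among named genes, settings other than leave-outs weakened 20 results and strengthened 18, and leave-outs weakened 54 and strengthened 9. For lists these numbers were 60, 3, 21 and 4. Depth limits Cdkn2a, Cxcl2 and Il6, which have too few counts for the gene test.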

Other observations

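The tests below were chosen only after the result was seen, except the 1-sided test of genes within 10 Mb of Rps6kb1 in the comparison of genotypes and the counts over 80 splits.

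For each comparison of genes, 80 splits of its 10 libraries were drawn. Only 1 of 80, the real one, gave as many genes for age, for genotype and for old KO against young WT. The highest count of another split was 1543, 1 and 841 in that order.

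The genes near Rps6kb1 that differed between old KO and old WT (5 of 213 within 10 Mb, Fisher's exact test p 0.005) are a pattern that DNA of another strain around the targeted allele could give. Inflammation genes that happen to lie there are an alternative, since Ccl6 and Ccl9 are chemokines and Slfn genes are expressed in immune cells. No such excess was present with age (p 0.997), but most age genes are not immune genes, so that value does not decide. Among genes in none of the lists, 1.46% near and 0.372% elsewhere differed (p 0.0453), but 2 of the 3 genes near are Slfn8 and Slfn9, which this alternative covers, so that value does not decide either. These Fisher p-values treat genes as independent, which adjacent Slfn and Ccl genes are not, so they may be too small. Carried DNA and inflammation genes in the region both stay open. An effect of the targeted allele on its neighbour Dhx40, and an effect of the kinase itself, were not tested, and sequence variants were not analysed here. The fall of the secreted factors as a list does not rest on their members in the region. Without their 3 members within 10 Mb, the remaining 16 had a median of -0.84 in old KO (fry p 5.69e-06). An effect of carried DNA on these nearby members alone is thus argued against as the whole cause of that fall. The study picked the list on these libraries, and an effect of carried DNA on genes elsewhere stays open. For Ccl5 and Ccl6 themselves carried DNA stays open as a cause. The chemokine ligands without 4 near members had a median of -0.11 (fry p 0.321).

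Genes of leukocytes were lower in old KO. The leukocyte common genes fell with 20 of 20 members lower (median -0.81; score exact permutation p 0.00794, the smallest possible, n = 5 each) and were higher with age (median 0.53). Depth and GC or length bias are argued against, since the macrophage list was at -1.02 with thinned counts and at -0.98 with GC and length offsets. A fall of leukocytes of every type alike is argued against for B cells, as the macrophage score fell by 0.71 more than the B cell score (exact permutation p 0.0159, n = 5 each). The same difference for T cells was not past the threshold (exact permutation p 0.302, n = 5 each). Whole liver counts could reflect fewer macrophages or less expression in each, and the counts alone do not separate these. By staining of liver sections, the paper reports fewer infiltrating myeloid cells, T cells and B cells in old KO than in old WT mice. That staining was not analysed here. The B cell list holds immunoglobulin genes that varied widely between animals, which limits the comparison of the macrophage and B cell scores. Of the 34 macrophage markers that passed the expression filter in these livers, 2 are in another list and 2 were picked by the study on these libraries, and of the 20 leukocyte common genes 1 is in another list and 0 in the macrophage list.

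Lists of other cell types were read for tissue carried along in dissection or blood. Adipocyte and mesothelial genes had medians of 0.21 with age and 0.13 between the genotypes, and red blood cell genes 0.63 and 1.08, where 5 of 8 members were higher in old KO when adjusted over the list alone while the score did not differ (exact permutation p 0.111, n = 5 each), so a difference in blood content stays open. Pancreas acinar and skeletal muscle genes each had 1 tested member, with at most 6.28 CPM for Cela1 and 10.2 CPM for Acta1.

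The genes changed with age do not rest on depth or on GC and length trends alone, since 2381 genes were called with thinned counts and 3079 with GC and length offsets. Sult3a1, Cyp2d9 and A1bg belong to liver genes that can differ between the sexes. Libraries from male mice are argued against, because Ddx3y, Kdm5d and Eif2s3y together reached at most 0.0326 CPM in a library and Xist was at 773 to 1267 CPM. A change of hormone state with age stays open and was not tested.

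With disjoint old WT libraries, 85 of the 252 splits of the 10 old libraries gave as low a correlation of the age and genotype contrasts, so differences between old animals alone could give such a value. Simulated draws with independent genes did not reach it, and the splits were chosen as the reference because genes move together.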
